A study of Homo sapiens with 3 samples. Its data were reported in "SOX4-STAT6-MTHFD2 axis drives hepatocellular carcinoma progression and treatment resistance" (2026).

How the data were processed

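DNA methylation was measured in 3 libraries of Hep3B cells, a human hepatocellular carcinoma line: 1 library of the parental cells and 1 library from each of 2 SOX4 knockout lines, called line 1 and line 2 here after the numbers in their labels. SOX4 is a transcription factor of the SOX family. Per the labels, 500 ng of genomic DNA was sheared to fragments of 150 to 200 bp, enriched by hybridisation to the EPIC probe set for CpGs (TruSeq Methyl Capture EPIC), treated with bisulfite, amplified by PCR and sequenced on a NovaSeq instrument. Bisulfite turns unmethylated cytosine into a base read as T, so the share of reads that keep a C at a CpG gives its methylation level. The authors did not state the aligner, the methylation caller, their versions, the genome build, the filters or whether PCR duplicates were removed, and referred to an earlier publication for the data processing.

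For each cytosine of a CpG on each strand, the deposited files give counts of reads (total, in CpG context, and methylated), with no normalization. They also give a methylation level as a fraction, which the authors computed as methylated reads divided by context reads; it equalled that quotient within rounding at every cytosine. The chromosome lengths of GRCh37 and GRCh38 were entered from general knowledge, not read from a reference genome. By these lengths, positions on chromosomes 1, 2 and Y ran past the ends of those chromosomes in GRCh38. None of them ran past the ends in GRCh37, so coordinates are given as GRCh37. An annotation of that build was not used here. Promoters were therefore replaced by fixed windows of 1 kb, and the promoters of SOX4, MTHFD2, SLC19A1, TYMS and TNFSF11 were not analysed here. STAT6 was placed by the interval that the study plotted for its first exon region, the ends rounded outward by up to 100 bp. The edit at SOX4 was not analysed here, so the knockout itself was not checked.

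The reads of the 2 strands of each CpG were summed, and a CpG is given by the position of its G on the forward strand. CpGs with at least 10 reads in all 3 libraries were used. Each pair of libraries was compared at each CpG by a 2-sided Fisher exact test of methylated and unmethylated reads, with Benjamini-Hochberg adjustment over all CpGs tested; a CpG was called at an adjusted p under 0.05 and a difference of at least 25 percentage points. These tests compare libraries, not conditions, because the parental group has 1 library. The difference between the knockout lines, and the counts obtained with each of the 3 libraries in turn as the odd one, served as the yardstick. Libraries with no difference were simulated from the pooled level of each CpG at the real depths. Window levels were means over at least 5 CpGs, called at a difference of at least 25 percentage points with no p-value. limma (version 3.58.1, R 4.3.3) was fitted to log2((methylated + 1) / (unmethylated + 1)) of the pooled reads per window, which leaves 1 residual degree of freedom. The other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0.

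The files hold 104702738 CpG reads for the parental library, 96987706 for line 1 and 133170621 for line 2. Intervals are exact Clopper-Pearson 95% intervals and cover counting error only, since reads amplified by PCR are not independent molecules. Median depths were 20 to 27 reads over all covered CpGs and 28 to 39 reads over the 2238764 CpGs compared. At these depths, single CpGs carry wide intervals. The CpG test was tested on simulated data with 200 of 2238764 CpGs changed by 45 percentage points: 45% were called in both lines, 71% in at least 1 line, and 0 unchanged CpGs were called. Among 113184 simulated windows with 200 changed by the same amount, 100% were recovered by the window difference with 0 false calls. The limma test recovered 0% of those windows. A form of it in which the prior variance follows the binomial sampling variance of the log ratio was added after that outcome. It recovered 100% of the 200 windows, with 17 false calls. The simulated change was 45 percentage points throughout, whereas the real knockout lines differ from each other, so this recovery may not carry over to the data.

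Windows named in the text are the 5 with the largest rise and the 5 with the largest fall, ranked by the smaller of the differences of the knockout lines from parental, a rule set before the data were examined, as were the tests, thresholds and most alternatives. Alternatives covered the coverage minimum (1, 5 or 20 reads), the difference called (10 or 50 percentage points), an adjusted p under 0.01, thinning of every CpG to its smallest depth, autosomes only, read-weighted means, the number of CpGs per window (10), the value added before the log ratio (0.5) and leaving out each knockout line. Windows shifted by 500 bp, windows of 2 kb, reads of the complementary strand only, CpGs with over 500 reads left out, the 1 kb window at STAT6 and the variance form of the limma test were chosen after the data had been seen, as were the comparisons of the knockout lines with each other by ratio and by read dosage. Read dosage was the share of a library's CpG reads in a 5 Mb bin or chromosome, divided by the parental share and by the median of that quotient; bins with fewer than 100000 parental reads and chromosome Y were left out of the bins.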

Results

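Methylation of captured CpGs was compared between parental Hep3B cells (1 library) and 2 SOX4 knockout lines of the same cells (1 library each). The parental library covered 3182413 CpGs at a median of 22 reads, line 1 covered 3175077 CpGs at a median of 20 reads, and line 2 covered 3192634 CpGs at a median of 27 reads. The share of these CpGs with at least 10 reads was 78.8% in the parental library, 76.2% in line 1 and 83.5% in line 2. Of 3225751 CpGs seen in any library, 2238764 had at least 10 reads in all 3 and were compared. The complementary strand carried 87.0% of the parental reads, 86.8% of those of line 1 and 86.7% of those of line 2. Where both strands of a CpG had at least 10 reads, their levels correlated across CpGs with r of 0.928 in the parental library, 0.931 in line 1 and 0.926 in line 2. No group other than the knockout has a replicate, so no value below carries a biological error for parental cells.

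To ask whether loss of SOX4 went with a change in methylation as a whole, mean levels were compared first. The mean methylation level was 42.7% in the parental library, 38.7% in line 1 and 40.6% in line 2, and the knockout mean was 39.6% ± 1.37 (SD, n = 2). Line 1 differed from parental by -4.07 percentage points and line 2 by -2.13 points, while line 1 differed from line 2 by -1.94 points. The difference of line 2 from parental was therefore close in size to the difference between the knockout lines. No test of the mean levels was run. With both knockout lines kept, read-weighted means moved the difference of the knockout mean from parental the most, from -3.10 to -3.26 points. Either line alone gave a larger move, to -4.07 or -2.13 points. CpGs above 80% made up 33.6% of the parental library, 29.7% of line 1 and 30.6% of line 2. Among the 393844 CpGs above 95% in parental cells, the mean level was 98.6% in the parental library, 93.0% in line 1 and 94.2% in line 2. Part of that drop comes from choosing CpGs by the parental value.

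Single CpGs were then tested between each pair of libraries. In line 1, 13415 CpGs were higher and 99848 were lower than in the parental library by the Fisher exact test with the 25-point threshold. In line 2, 1860 CpGs were higher and 15957 were lower. The knockout lines also differed from each other, with 4121 CpGs higher and 23971 lower in line 1 than in line 2. Simulated libraries with no difference gave 0 calls in all of these comparisons, which covers counting error of independent reads only. Raising the difference called to 50 percentage points moved these counts the most, to 267 higher and 2540 lower CpGs in line 2.

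CpGs that changed in both knockout lines numbered 1300 higher and 13429 lower, so that 91.2% of them fell. Of the 17817 CpGs called in line 2, 82.7% were also called in line 1 with the same sign and 0 with the opposite sign. Both lines were set against the same parental library, which raises such overlap. The differences of both lines from parental correlated across CpGs with r of 0.678, against 0.517 in the simulated libraries with no difference, where the shared library is the cause of the correlation. With line 1 as the odd library, 2666 CpGs were higher and 20568 were lower than in both others. With line 2 as the odd library, the counts were 41 higher and 130 lower. Thus the parental library was set apart by 14729 CpGs, line 1 by 23234 and line 2 by 171. Without line 1 the counts against parental were those of line 2 alone, and without line 2 they rose to 13415 higher and 99848 lower, so the count for both lines was limited by line 2.

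The study asked whether methylation rose in the STAT6 gene, from its 5-prime UTR to the first exon, after loss of SOX4. STAT6 encodes a signal transducer of interleukin-4 signalling. Of 28 CpGs read in that interval of chromosome 12, 18 had at least 10 reads in all 3 libraries. Their mean level was 20.9% in the parental library, 74.9% in line 1 and 61.0% in line 2. The knockout mean of 68.0% ± 9.82 (SD, n = 2) was 47.0 percentage points above parental, a difference larger than that between the knockout lines, which was 13.9 points. With pooled reads the knockout mean was 43.6 points above parental, but line 1 lay 30.5 points above line 2, and line 2 lay 28.3 points above parental, less than the gap between the lines. Over the block of CpGs described next, which leaves out the 4 low CpGs that hold 129 of the 361 reads of line 2, the pooled gap between the lines was 20.4 points, and line 2 lay 50.5 points above parental. The value fell the most, to 37.2 points, with a minimum of 20 reads, which left 6 CpGs, and was 61.8 points in the 1 kb window that holds the changed CpGs.

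Of these 18 CpGs, the 14 from position 57504213 to 57504424 (GRCh37) rose in both lines and are called the block here. Its ends are set by the read minimum: of the 10 CpGs of the interval below that minimum, 9 were also higher in both lines, such as 57504187 (3 of 9 parental reads methylated, 6 of 6 in line 1, 8 of 8 in line 2) and 57504989 (1 of 8, 6 of 6 and 12 of 17). The mean level over the block was 24.5% in the parental library, with CpGs from 9.52% to 30%. It was 96.3% in line 1, with CpGs from 90.3% to 100%, and 76.3% in line 2, with CpGs from 64.7% to 92.9%. Reads per CpG ran from 13 to 44 in the parental library, from 12 to 36 in line 1 and from 11 to 22 in line 2. All 14 CpGs passed the Fisher exact test in line 1, with adjusted p from 2.07e-12 to 0.000849. In line 2, 6 of 14 passed, with adjusted p from 0.00559 to 0.282, and 14 of 14 had an unadjusted p under 0.05. Between the knockout lines 0 of 14 passed, and 7 had an unadjusted p under 0.05. At position 57504367, 4 of 42 parental reads were methylated (9.52%, 95% interval 2.66% to 22.6%), against 34 of 36 in line 1 (94.4%, 81.3% to 99.3%) and 10 of 15 in line 2 (66.7%, 38.4% to 88.2%). The other 4 CpGs, from 57505780 to 57505962, were taken to lie upstream of the block. They had mean levels of 8.25% in the parental library, 0% in line 1 and 7.34% in line 2, so their mean rose in neither line. None was called in either line at this depth of 10 to 42 reads. The paper describes a rise in methylation of the STAT6 promoter. Which of the 18 CpGs lie in the promoter was not determined here, since no annotation was used. In line 1, 1 of the 4 had an unadjusted p under 0.05 by the Fisher exact test, and it was a fall. At that CpG, 57505780, 6 of 23 parental reads were methylated, against 0 of 17 in line 1.

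**Figure D1:**
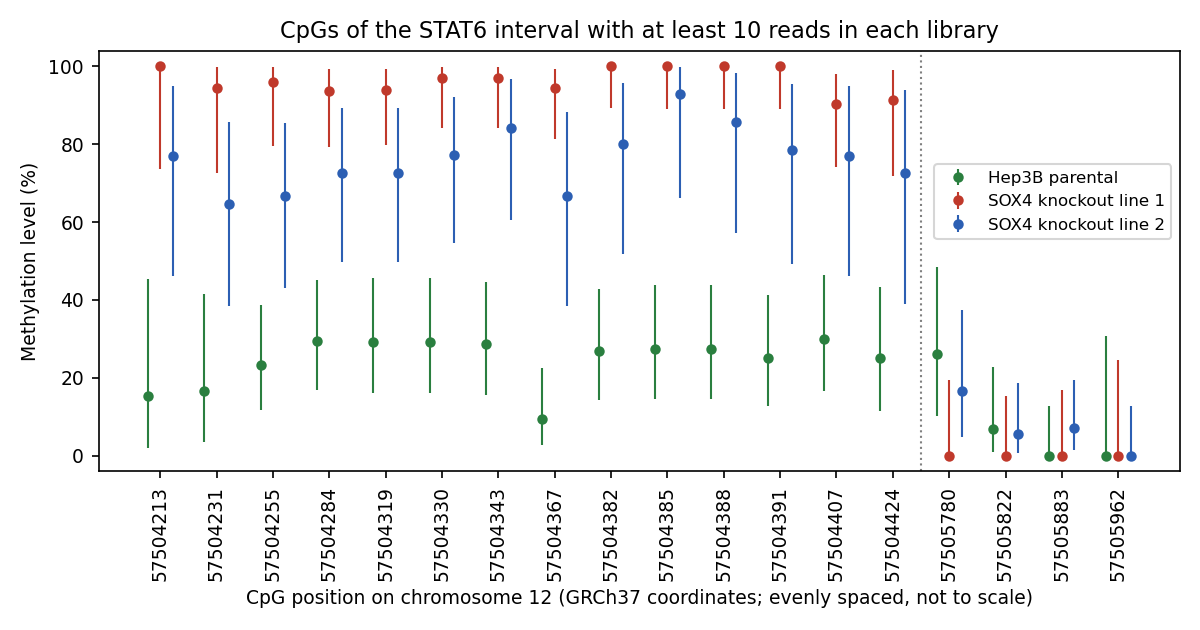
Methylation level in percent (vertical axis) of the 18 CpGs of the STAT6 interval with at least 10 reads in each library, in order of position on chromosome 12 (horizontal axis, not to scale); points are libraries and bars are exact 95% binomial intervals. Left of the dotted line, the 14 CpGs of the block lie at 9.52% to 30% in parental cells, 90.3% to 100% in line 1 and 64.7% to 92.9% in line 2. Right of it, the 4 CpGs lie at 0% to 26.1% in parental cells, 0% in line 1 and 0% to 16.7% in line 2.

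To place the STAT6 result among other regions, 113184 windows of 1 kb were compared, with a median of 9 CpGs per window. The mean level was higher in both knockout lines by at least 25 points in 77 windows and lower in 624, so that 89.0% of these windows fell. Line 1 against parental gave 471 higher and 4692 lower windows, line 2 against parental 102 higher and 711 lower, and line 1 against line 2 131 higher and 890 lower. With line 1 as the odd library there were 112 higher and 783 lower windows, and with line 2 as the odd library 5 higher and 4 lower. The number of windows that changed in both lines, 701, was thus below the 895 that set line 1 apart. In the simulated libraries with no difference 0 windows changed in both lines. Their reads were drawn independently, so this count covers counting error only, not shared molecules or differences between libraries of the same cells. As a ratio to the values above, the counts for both lines moved the most at a threshold of 50 points, to 1 higher and 2 lower. At 10 points, where these counts changed the most in number, the order of the libraries changed: 992 windows were higher and 10260 lower in both lines, against 1109 higher and 9721 lower in line 1 than in both others.

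**Figure D2:**
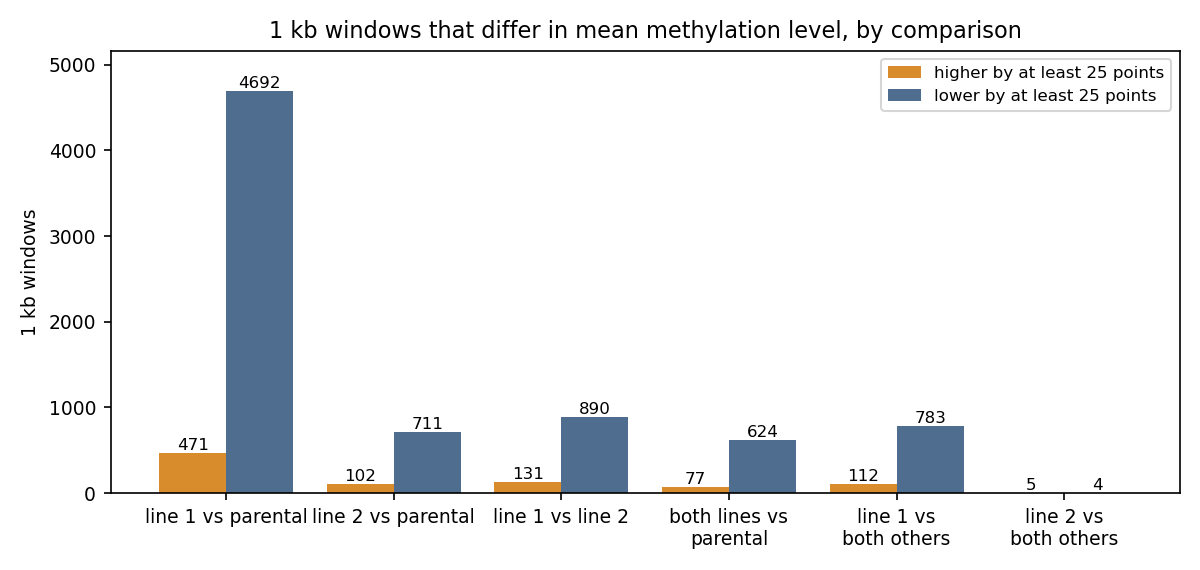
Number of 1 kb windows (vertical axis) whose mean methylation level was higher or lower by at least 25 percentage points, for 6 comparisons of the 3 libraries. Falls outnumber rises in each comparison except line 2 against both others (5 higher and 4 lower), and line 1 against parental has the largest counts.

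The window at STAT6, from 57504001 to 57505000 on chromosome 12, ranked 1 of 113184 by the smaller of its rises, which was 51.8 points in line 2; the next window reached 46.7 points. By line 1 alone its rank was 8, and by line 2 alone it was 1. It ranked 3 in windows of 2 kb and was not tested with a minimum of 20 reads. The other 4 of the 5 largest rises were found as follows. On chromosome 12 from 101480001 to 101481000 the level was 6.81% in the parental library, 76.1% in line 1 and 53.5% in line 2. On chromosome 16 from 4094001 to 4095000 it was 21.3%, 87.8% and 66.5% in the same order. On chromosome 19 from 1172001 to 1173000 it was 27.8%, 77.8% and 68.1%, and on chromosome 4 from 6371001 to 6372000 it was 19.6%, 88.3% and 59.4%.

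The largest fall was on chromosome 5 from 166594001 to 166595000, where the level was 87.5% in the parental library, 5.88% in line 1 and 26.9% in line 2 over 6 CpGs. It was followed by chromosome 14 from 34407001 to 34408000, with 87.0%, 9.61% and 34.6% in the same order. On chromosome 9 from 70179001 to 70180000, a window of 5 CpGs with 55 to 77 CpG reads per library, the levels were 85.5%, 33.1% and 36.0%. The remaining falls were on chromosome 11 from 120504001 to 120505000, with 74.2%, 7.82% and 25.6%, and on chromosome 2 from 210737001 to 210738000, with 81.8%, 6.87% and 33.3%. In all 10 windows line 2 lay between the parental library and line 1. Genes at these windows were not analysed here, other than STAT6.

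The limma test of both knockout lines against the parental library called 0 of 113184 windows at an adjusted p under 0.05, with 2173 higher and 6302 lower windows at an unadjusted p under 0.05. It also called 0 windows with line 1 as the single library (3143 higher and 9249 lower at an unadjusted p under 0.05) and 0 with line 2 (627 higher and 861 lower). Since it recovered 0% of simulated windows, these counts do not show an absence of differences. With the prior variance following the sampling variance, a form chosen after that simulation, limma again called 0 windows for both lines against parental (1683 higher and 10985 lower at an unadjusted p under 0.05), but 103 higher and 687 lower windows for line 1 against both others. For the STAT6 window the log2 difference was 4.68 with an SE of 1.30 and a limma adjusted p of 0.652; the adjusted p was 0.279 in the added form and lay between 0.279 and 0.689 over the 5 settings that tested this window.

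The knockout lines were also compared with each other, since they are the replicates of the knockout group. In 355 windows line 1 differed from parental by at least 50 points, and in all 355 the level of line 2 lay between those of the other libraries. The change in line 2 was a median of 0.477 times that in line 1, with an SD over windows of 0.142. Choosing windows by line 1 lowers this ratio. In 813 windows chosen by a change of at least 25 points in line 2, which raises it, line 2 lay between the others in 646 (79.5%), and the median ratio was 0.719. Read dosage per 5 Mb bin, relative to parental, was at or above 1.2 in 39 of 352 bins of line 1 and at or below 0.8 in 11. In all 50 of these bins line 2 lay between parental and line 1, at a median of 0.508 times the change in line 1. Of 57 bins at or above 1.1 or at or below 0.9 in line 2, it lay between in 57, at a median ratio of 0.527. Over all 352 bins, which include those near 1, line 2 lay between in 186 (52.8%). The ratio was not the same on every chromosome: chromosome 8 was at 0.867 in line 1 and 0.901 in line 2, chromosome 13 at 0.851 and 0.932, and on chromosome 19 line 2 departed further, at 0.978 in line 1 and 0.958 in line 2. These 3 chromosomes were chosen after their values were seen. Counts of CpGs or windows that changed in both knockout lines are thus not counts from lines shown to be independent.

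**Figure D3:**
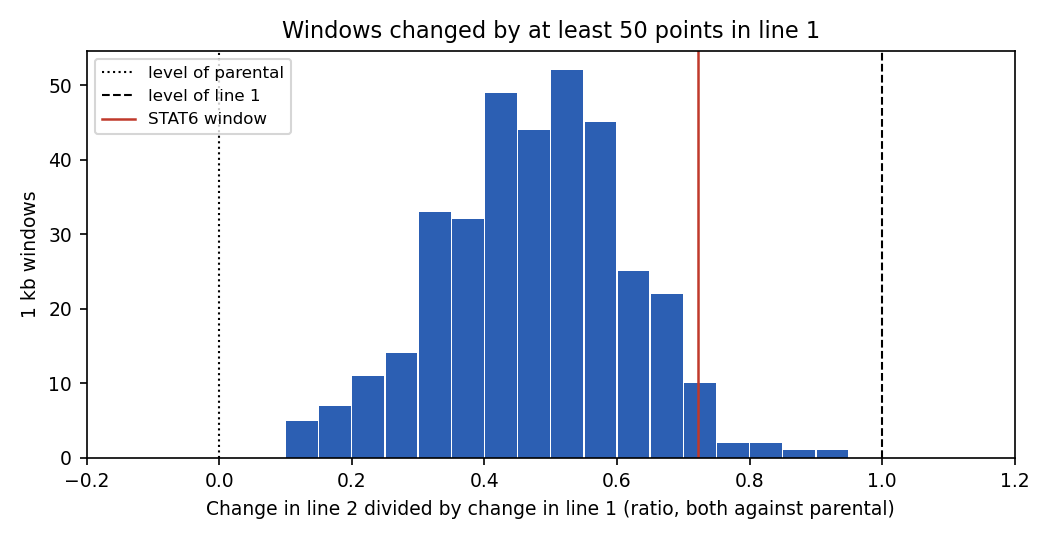
Number of 1 kb windows (vertical axis) by the change in line 2 divided by the change in line 1, both against parental (horizontal axis, a ratio), for the 355 windows changed by at least 50 percentage points in line 1. The windows were chosen by line 1, which lowers the ratio; all lie between 0 (parental level) and 1 (line 1 level) around a median of 0.477, and the STAT6 window lies at 0.722.

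**Figure D4:**
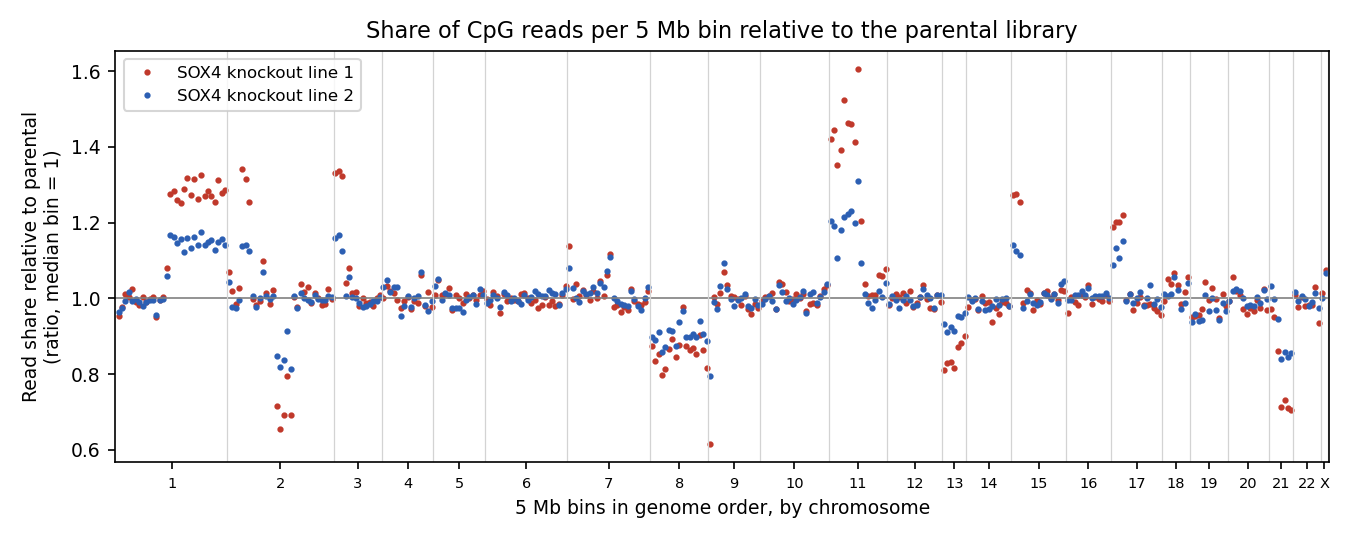
Share of CpG reads per 5 Mb bin relative to the parental library (vertical axis, ratio with the median bin at 1) for both knockout lines, with 352 bins in genome order (horizontal axis). Line 1 departs from 1 over long stretches of several chromosomes, and line 2 departs less far in the 50 bins at or above 1.2 or at or below 0.8 in line 1, by a median of 0.508 times as much; the ratio differs between chromosomes.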

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

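The test of read dosage with line 2 as the reference was chosen after the result was seen; the test of CpG density was planned before it.

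Read dosage is not part of the methylation comparisons, and it differed between libraries over whole chromosome segments. Relative to the parental library, and with the median chromosome set to 1, line 1 had a read dosage of 1.33 on chromosome 11 and 0.778 on chromosome 21. Line 2 had a read dosage of 1.15 and 0.891 on the same chromosomes. Capture or amplification bias tied to CpG density would follow the number of CpGs per bin, which explained 0.00337% of the variance of line 1 over 352 bins of 5 Mb, while chromosome explained 46.8%. Library size cancels in read dosage. A departure of the parental library alone would shift both knockout lines by equal amounts, whereas line 2 differed less from parental than line 1 did on both chromosomes. With line 2 as the reference, such a departure would not make the differences of parental and line 1 correlate negatively across bins; the correlation was -0.854, against 0.436 in simulated libraries with no difference. Bins are not independent, since segments span several of them. Segment gains and losses in the DNA of line 1, relative to parental, stay open and may have arisen while the line was made or passaged; no table here tests that, and no biological cause was tested. The libraries thus differed in read dosage as well as in the label of their SOX4 genotype.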

How the results depend on the processing

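Of 306 alternative values for 49 results, 199 stayed within the spread of the knockout lines or within 1.5 times the main count, and 107 moved further. The values that stayed include limma counts with no calls in the main and the alternative setting. Most results are counts, which have no sign. The 15 signed differences kept their sign in all 47 alternative values. They include the named windows, which were chosen for large changes in these same data, so a change of sign there was unlikely. Windows shifted by 500 bp, windows of 2 kb, the complementary strand, CpGs with over 500 reads left out, the 1 kb STAT6 window and the variance form of the limma test were chosen after the data had been seen. No paired analysis was possible because the parental group has 1 library. The planned promoter definitions around start sites and the promoters of the other named genes were not run, since no annotation of the build was used here.

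Mean levels moved with the set of CpGs while their differences did not. With a minimum of 20 reads they were 40.3% in the parental library, 36.2% in line 1 and 38.2% in line 2, and read-weighted they were 40.8%, 36.7% and 38.5%. The differences from parental moved by less than the SD of the knockout lines in each alternative.

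Falls outnumbered rises among CpGs called in both lines in all 10 settings that use both lines, with a share of falls from 90.9% to 92.6%. Line 1 was set apart by more CpGs than the parental library in all 10 settings compared. The numbers follow the threshold by construction. At 50 points, line 1 against parental gave 4266 higher and 37785 lower CpGs, line 2 against parental 267 and 2540, line 1 against line 2 892 and 4859, both lines 152 and 1890, line 1 against both others 512 and 3770, and line 2 against both others 2 and 24. At 10 points, line 2 against both others gave 94 higher and 204 lower CpGs. At an adjusted p under 0.01 the counts were 8324 higher in line 1 than parental, 824 higher and 7843 lower in line 2 than parental, 1888 and 13288 in line 1 against line 2, 633 and 6817 in both lines, 1329 and 11712 in line 1 against both others, and 12 and 25 in line 2 against both others. Thinned to the smallest depth, which lowers the power of the Fisher exact test, they were 673 higher and 7394 lower in line 2 than parental, 1891 and 12688 in line 1 against line 2, 525 and 6510 in both lines, 1313 and 11354 in line 1 against both others, and 17 and 40 in line 2 against both others. Leaving out each knockout line gave from 1860 to 13415 higher and from 15957 to 99848 lower CpGs; the upper values are those without line 2.

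The STAT6 difference stayed positive in each setting. With pooled reads it was 43.6 points, and the gap between the knockout lines widened from 13.9 to 30.5 points. Pooling weights CpGs by reads, and the 4 low CpGs hold 129 of the 361 reads of line 2 but 72 of the 477 reads of line 1; over the block alone the pooled gap was 20.4 points. It was 37.2 points with a minimum of 20 reads, where 6 CpGs were left, and 61.8 points in the 1 kb window, which leaves out the 4 low CpGs. It ran from 40.1 to 54.0 points across the fits that each left out a knockout line. Among single windows and the STAT6 rank, 26 other values stayed and 2 moved: the rank of the STAT6 window was 3 in windows of 2 kb, and the mean fall of the chromosome 9 window at 70179001 was -45.6 points with a minimum of 5 reads. The STAT6 window had too few CpGs to be ranked with a minimum of 20 reads.

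For windows, falls outnumbered rises in both lines in all 9 settings that use both, from 66.7% to 91.2% of the windows; the lowest share comes from 3 windows at the 50-point threshold. Line 1 was set apart by more windows than the parental library in 8 of 9 settings, the exception being the threshold of 10 points. The few windows that set line 2 apart changed their order, from 5 higher and 4 lower to more lower than higher with a minimum of 5 or 20 reads, with pooled reads and at 10 points. With a minimum of 5 reads the higher and lower counts were 195 and 1105 in line 2 against parental, 240 and 1381 in line 1 against line 2, and 21 and 23 in line 2 against both others, and 119 windows were higher in both lines. With a minimum of 20 reads, which tests fewer windows, they were 239 and 2502 in line 1 against parental, 51 and 301 in line 2 against parental, 66 and 412 in line 1 against line 2, 43 and 283 in both lines, 60 and 383 in line 1 against both others, and 0 and 1 in line 2 against both others. With at least 10 CpGs per window they were, in the same order, 130 and 865, 24 and 97, 31 and 103, 21 and 83, 29 and 91, and 0 and 0. At 10 points they were 2572 and 24373, 1660 and 11719, 1959 and 10986, 992 and 10260, 1109 and 9721, and 379 and 460. At 50 points they were 57 and 298, 1 and 2, 4 and 5, 1 and 2, 4 and 5, and 0 and 0. With pooled reads 5 windows were higher and 7 lower in line 2 than in both others; the cause was not tested. Leaving out each knockout line gave from 102 to 471 higher and from 711 to 4692 lower windows, the upper values without line 2.

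The limma test of windows gave 0 calls in each planned setting with any library as the single one. The form with a variance that follows the sampling error called 103 higher and 687 lower windows for line 1 against both others and 0 for the other choices; this form had power in simulation where the planned one had none.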

Other observations

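The tests in this part were chosen after the results they bear on had been seen, except the comparison of gained with lost regions and the thinning of reads, which were planned before.

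Line 2 lay between the parental library and line 1 in methylation level in most windows that changed, and in read dosage in the bins that changed, but not in every bin (186 of 352) nor on chromosome 19, where it departed further than line 1. If noise of the shared parental library were the cause, the differences of parental and of line 1 from line 2 would correlate positively, as they did at 0.448 in simulated libraries with no difference; the observed correlation over windows was -0.240. With the parental reads split so that each line met its own part, the correlation of the differences was 0.704 and the median ratio 0.459. Loss of SOX4 acting to the same extent in both lines would leave line 2 short of line 1 in no more than 50% of windows chosen by their change in line 2, a choice that favours large changes there; line 2 lay between the others in 79.5% of 813 such windows, at a median ratio of 0.719. The ratio over the 355 windows chosen by line 1, 0.477, is lowered by that choice. With line 1 reads split, so that windows were chosen on a part and measured on the rest, it was 0.499, which removes read noise but not other noise of line 1. Independent single-cell clones of a mixed parental line would have unrelated dosage changes, so that with line 2 as the shared reference the differences of parental and of line 1 would correlate positively over bins, as they did at 0.436 in simulated libraries with no difference; the observed correlation was -0.854. A weaker effect of SOX4 loss in line 2 remains open for methylation, since line 2 lay between the others in 355 of 355 windows under that explanation as under a mixture. The same holds for read dosage, where line 2 showed a median of 0.508 times the change of line 1 in 50 changed bins, if loss of SOX4 can change dosage, which was not tested.

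A candidate explanation that bears on both measures is that the DNA of line 2 holds a parental-like and a line 1-like population in proportions these data do not fix. A mixture at 1 proportion would give about the same ratio of dosage changes on every chromosome. The ratio differed between chromosome 8 (0.867 in line 1, 0.901 in line 2) and chromosome 13 (0.851 and 0.932). No test of that difference was run, and these chromosomes were chosen after their values were seen. A mixture would raise the share of CpGs at intermediate levels. At 10 reads per CpG, the share with 2 to 8 methylated reads was 25.5% in line 2, 24.3% in the parental library and 23.0% in line 1. A weaker effect of SOX4 loss in line 2 would also place its levels between the others, so this share does not separate these explanations. In a mixture, regions gained in line 1 would also show a larger ratio than regions lost there. The median ratio per bin was 0.126 higher in 17 gained than in 5 lost bins, with a p of 0.0679 by a 2-sided exact permutation test over 26334 arrangements, so this test does not decide it. The SD of the ratio over windows was 0.142, against 0.0552 in a simulated mixture with independent reads and 0.144 with the CpGs of a window read on the same molecules. CpGs of a 1 kb window that lie further apart than a fragment of 150 to 200 bp cannot share molecules. The second setting is thus an upper limit for such linkage, and this SD does not decide on a mixture. Mixed cells and mixed DNA or libraries cannot be told apart, because both leave few CpGs that set line 2 apart from both others (171 here) and no table here separates them. The paper also blotted SOX4 and STAT6 protein in the knockout cells and kept these cells in puromycin. That evidence bears on a mixture of cells and was not weighed here. A relation of the lines by descent was not tested.

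The excess of falls over rises in both lines was not removed by equal depth: after thinning of every CpG to its smallest depth, 92.5% of the CpGs called in both lines fell, against 91.2% without thinning. Whether loss of SOX4 is the cause of the falls cannot be told apart from other differences between line 1 and parental cells, since line 1 was set apart by 23234 CpGs, more than the 14729 that set the parental library apart, and a mixed line 2 would produce calls in both lines from the changes of line 1 alone.

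At STAT6 the ratio of the change in line 2 to that in line 1 was 0.722, above the median of the changed windows, and 2.54% of the 355 windows had a higher one, which is at the edge of their central 95%. A mixture at the median ratio would put the 14 CpGs of the block at 58.7%, and line 2 had 76.3%, with all 14 CpGs above the mixture level. After that result, each CpG was also tested alone: 1 of 14 departed from the mixture level at an exact binomial p under 0.05, the smallest p being 0.0236. With 11 to 22 reads per CpG in line 2 each test rests on few reads, and the CpGs share molecules, so the 14 are not independent. The mixture level depends on how windows are chosen: the median ratio was 0.719 in windows chosen by line 2, close to that of STAT6. Sampling noise, the choice of windows and a further rise in line 2 therefore cannot be told apart. STAT6 was the window with the largest smaller rise, which favours windows with a high ratio.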
